A study of Homo sapiens with 2 samples.

How the data were processed

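The samples are 2 single-cell libraries of colon organoids differentiated from the human induced pluripotent stem cell line 1383D6, 1 untreated (CNT) and 1 treated with TNF-α, IFN-γ and IL-1β for 8 days (3CK). Per the labels, dissociated cells were captured with the 10x Genomics 3' v3.1 chemistry and about 8300 cells were loaded per library. The deposited matrices hold the authors' UMI counts per gene and barcode, not normalised, written by Cell Ranger 7.1.0 per the file headers. The genome build and annotation are not given in the sources used here, so no coordinates are printed and the genes are named as in the feature files. Both libraries list the same 36601 genes in the same order, and 10 gene symbols repeat. Of the gene IDs, 36366 were matched in a table of current names, and all 382 symbols of the lists and markers were found, 1 of them by its ID (WARS1, listed as WARS). No barcode was shared by the libraries.

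Barcodes with at least 500 detected genes and at most 20% of UMIs from mitochondrial genes were kept. This removed 412 CNT and 52 3CK barcodes for too few genes, and 306 and 175 more for mitochondrial share alone. Doublets were scored per library with Scrublet as implemented in scanpy 1.11.5, and the highest scores were removed at 0.8% per 1000 barcodes, which took out 52 CNT and 16 3CK barcodes. The depth of each library and the value of 3 UMIs on the CPM scale are in the opening of the results.

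For the comparison of 3CK with CNT, UMIs were summed over the kept cells of each library and scaled to CPM by the total of all UMIs. The log2 ratio was taken of 3CK over CNT. A library with 0 UMIs was set to a floor of 3 UMIs, which makes the ratio a bound, and no ratio was formed where both libraries had 3 UMIs or fewer. Sums carry exact Poisson intervals, ratios an interval from the exact binomial interval of the 3CK share of both counts, and shares of cells exact binomial (Clopper-Pearson) intervals, and the difference of shares a Newcombe interval. For a share of 0 the text gives the limit of 3 counts of the total instead. All are at the 95% level and cover counting error only, since there is 1 library per group and no test was possible across replicates. No number of changed genes is given.

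Single genes were named by a rule of size fixed before the data were examined: the 10 largest and 10 smallest log2 ratios among genes with at least 50 CPM in the higher library, the 5 largest and 5 smallest within each cluster with at least 50 cells in both libraries, the members of each gene list with the highest mean CPM, the largest and the smallest ratio, and the genes of the added cytokines and their receptors. A gene that this rule selected is not reported here. A further fixed set was named for shares of cells with a UMI. Other genes, among them HLA-DRA and CIITA as single values, the marker genes of the first result paragraphs and the genes given for the score ranges, were chosen after their values were seen or serve as markers. The 16 gene lists were fixed before the data were examined. A list's value is the median log2 ratio over members with at least 1 CPM in either library. Its interval comes from 1000 Poisson resamples of the sums, and its percentile from 10000 random lists of the same size, drawn within 20 bins of mean expression.

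Cells were clustered together on log-normalised counts (10000 per cell) with 2000 variable genes, 30 principal components, 15 neighbours and Leiden resolution 1 (scanpy 1.11.5, igraph 0.11.9, Python 3.11.15). Mitochondrial and ribosomal genes and 5 response lists were left out. After a first round, 4104 genes whose median log2 ratio between libraries was 1 or more in size over the 3 first-round clusters with at least 30 cells in both libraries were left out as well, and the cells were clustered again. Clusters were named from 19 marker lists fixed before the data were examined. The scoring rule was set afterwards: at least 1 marker of the class and none of another class among the 10 leading genes by fold with at least 50 CPM, at least 3 markers at 2-fold and 10 CPM, and a median depth of at least 1/3 of the median of the libraries the cells came from, since clusters below it (shallow) were left unnamed. Unnamed clusters are given by number. Per-cell shares and list UMIs were computed after thinning each cell to 5000 UMIs without replacement.

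The marker score was the log2 ratio of UMIs per 10000 of epithelial markers without keratins (plus 1) to those of mesenchymal markers (plus 1), in barcodes with at least 10000 UMIs. Values above 1 made the epithelial-marker range and values below -1 the collagen range. The minimum of 10000 UMIs, the score and its boundaries were chosen after the data were seen, and a single boundary at 0 had been tried first. Keratins were left out because collagen-expressing cells carried them too.

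Alternatives were no filter, a stricter filter (1000 genes, 10% mitochondrial UMIs), no removal of doublets and a doublet rate of 5%, TMM factors (edgeR 4.0.16 in R 4.3.3, used for scaling only), median-ratio size factors, CPM without mitochondrial, ribosomal and the 50 most abundant genes, the mean of cell CPM, thinning, other minimum levels for list members, and other clusterings. The ratio and list scripts were tested on simulated data in which 200 genes of the comparison were changed. For 50 genes raised by 2 on the log2 scale the median estimate was 1.99, and for 50 lowered by 2 it was -2.01. Of the intervals of 9524 unchanged genes, 95.3% held the true value. Values were computed with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.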

Results

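Single-cell RNA sequencing was applied to colon organoids grown from 1383D6, an established human induced pluripotent stem cell line. One culture received 3 cytokines, TNF-α, IFN-γ and IL-1β, for 8 days (3CK), and the other received none (CNT). The series title describes the work as a model of ulcerative colitis, so the comparison asks how the organoid cells respond to inflammatory cytokines. Each group is 1 library. The differences below therefore have no replicate check, no test was made, and every interval is a 95% interval for counting error only.

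Each suspension was loaded with about 8300 cells. The CNT matrix held 3257 barcodes with 105314879 unique molecular identifiers (UMIs), and the 3CK matrix held 1641 barcodes with 94887438 UMIs. After the filter on genes and mitochondrial UMIs and the removal of probable doublets, 2487 CNT barcodes (76.4%) and 1398 3CK barcodes (85.2%) remained, with 101831571 and 91860414 UMIs. At these depths 3 UMIs correspond to 0.0295 CPM (UMI counts scaled by the library total in the standard way) in CNT and 0.0327 CPM in 3CK. The median kept barcode had 28911 UMIs and 6085 genes in CNT, against 62746 UMIs and 8043.5 genes in 3CK. Depth was bimodal in both libraries. Kept barcodes with under 10000 UMIs made up 1029 of 2487 in CNT (41.4%, exact binomial interval 39.4 to 43.3) and 403 of 1398 in 3CK (28.8%, 26.5 to 31.3). They carried 1.83% of the UMIs in CNT and 1.18% in 3CK, so sums over cells rest on the deeper barcodes. Among barcodes with at least 10000 UMIs the medians were 63154.5 UMIs in CNT and 90346 in 3CK. The median depends strongly on the filter: with no filter it was 6287 UMIs in CNT and 47057 in 3CK.

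**Figure D1:**
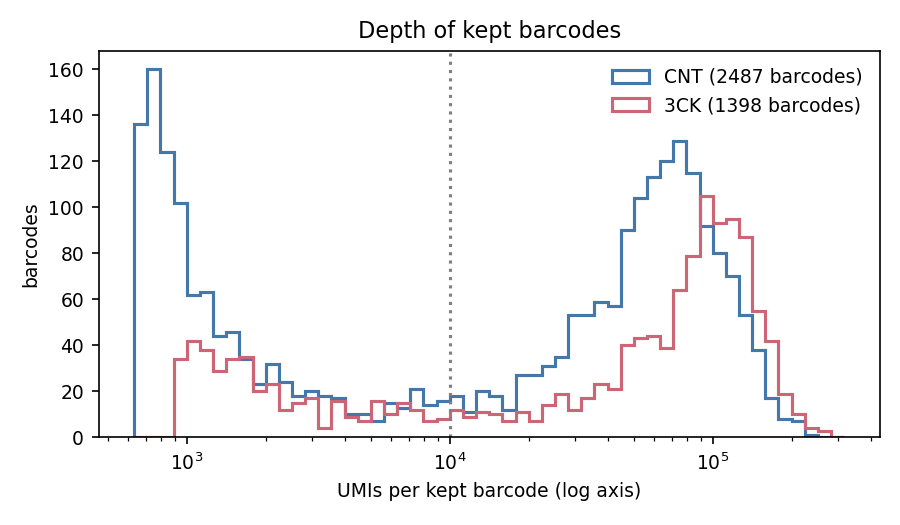
Number of kept barcodes (vertical axis) by UMIs per barcode (horizontal log axis) in CNT and 3CK; the dotted line marks 10000 UMIs. Both libraries have a shallow and a deep mode, and 1029 CNT barcodes against 403 3CK barcodes lie below the line.

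The most abundant transcript in both libraries was TTR, at 49096 CPM in CNT (4.91% of UMIs) and 15303 CPM in 3CK (1.53%). Other transcripts of the hepatic marker list were also among the 10 most abundant in CNT: APOA1 at 8398 CPM, APOA2 at 7519 CPM and AFP at 5529 CPM, against 4258, 2573 and 1718 CPM in 3CK. Epithelial markers were abundant, with KRT18 at 4553 CPM in CNT and 9745 CPM in 3CK and EPCAM at 830 and 744 CPM. The hindgut transcription factor CDX2 stood at 67.1 and 69.5 CPM. Of the goblet markers, ZG16 was abundant, at 1014 and 589 CPM, whereas MUC2 was at 0.776 and 0.490 CPM. The stem cell markers LGR5 (0.511 and 0.816 CPM) and OLFM4 (0.383 and 0.392 CPM) and the leukocyte gene PTPRC (0.314 and 0.446 CPM) were likewise under 1 CPM in both libraries. Other markers of the same lists were higher, with EPHB2 at 19.2 and 18.2 CPM, ASCL2 at 0.481 and 11.7 CPM, FCER1G at 36.8 and 46.0 CPM and TYROBP at 8.76 and 17.5 CPM. Collagen transcripts were present in both, with COL1A1 at 691 CPM in CNT and 109 CPM in 3CK.

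The first comparison covered all genes summed over kept cells. Among the 10259 genes with at least 10 CPM in either library, the median log2 ratio of 3CK to CNT was 0.01, the middle 50% lay between -0.32 and 0.31, and the middle 95% between -1.85 and 2.31. Scaling moved this median by 0.09 with trimmed mean of M values (TMM) factors and by -0.11 when mitochondrial, ribosomal and the 50 most abundant genes were left out of the total. By the size rule fixed before the data were examined, the 10 genes with the largest ratios were CXCL10, IDO1, CXCL9, CXCL11, CCL3, CSF3, GBP5, PIGR, DEFB4A and CCL5, with log2 ratios from 11.79 down to 7.47. CXCL10 (ENSG00000169245) had 55 UMIs in CNT and 176157 in 3CK, or 0.540 CPM (exact Poisson interval 0.407 to 0.703) against 1918 CPM (1909 to 1927). IDO1 (ENSG00000131203) went from 20 to 49605 UMIs, a log2 ratio of 11.43 (10.80 to 12.14). PIGR, the epithelial immunoglobulin transporter, went from 23 to 8493 UMIs, a log2 ratio of 8.68 (8.09 to 9.34).

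Among the genes with the smallest ratios were RBP2, ADAMTS19, REG4, GSTA2, SMLR1, C20orf204, CUBN, GSTA1 and APELA, with log2 ratios from -5.72 to -3.26. RBP2 (ENSG00000114113) had 5216 UMIs in CNT and 89 in 3CK, or 51.2 CPM (49.8 to 52.6) against 0.969 CPM (0.778 to 1.19). REG4 (ENSG00000134193) had 9852 and 313 UMIs, a log2 ratio of -4.83 (-4.99 to -4.67). GSTA1 and GSTA2, CCL3 and its copies, SAA1 and SAA2, DEFB4A and the HLA genes have near-identical relatives among which counting can divide reads, so their separate values are uncertain.

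**Figure D2:**
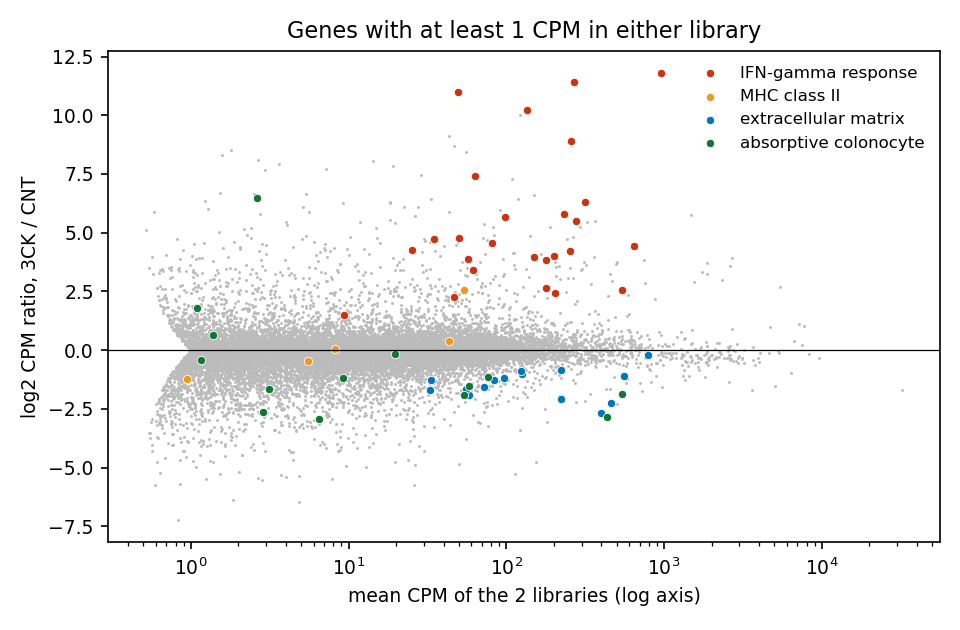
Log2 CPM ratio of 3CK to CNT (vertical axis) against the mean CPM of both libraries (horizontal log axis) for genes with at least 1 CPM in either library. Coloured points mark 4 fixed lists: the IFN-γ response genes all lie above 0, with CXCL10 at 11.79, and the extracellular matrix genes all lie below 0.

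The second comparison asked whether 16 gene lists, fixed before the data were examined, moved between the libraries. Each list is given by the median log2 ratio of its members and by the percentile of that median among 10000 random lists of the same size matched on expression, which describes these libraries and is not a test. The IFN-γ response list had a median of 4.50 (counting interval 4.44 to 4.55), and all 26 members were higher in 3CK. All 7 members of the MHC class I list were higher, with a median of 3.23 (3.22 to 3.25), and B2M rose from 1433 to 9349 CPM. The list of TNF and IL-1 targets of NF-κB had a median of 3.14 (3.08 to 3.21) with 25 of 25 members higher, ICAM1 going from 15.7 to 713 CPM and NFKB1 having the smallest ratio, 0.59. The inflamed colon mucosa list had a median of 2.98 (2.95 to 3.00), with 18 of 20 members higher. LCN2 rose from 15.1 to 575 CPM in that list, whereas MMP10 fell, with a log2 ratio of -2.22. The apoptosis list had a median of 1.38 (1.34 to 1.43) with 17 of 18 members higher, led by TNFSF10 at 5.24. The medians of these 5 lists lay at the 100th percentile of the random lists.

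The MHC class II list did not follow. Its median over the 5 members with at least 1 CPM was 0.05 (-0.08 to 0.20), at percentile 65.7. CD74 rose from 15.8 to 92.4 CPM, a log2 ratio of 2.54 (2.47 to 2.62), but HLA-DPA1 had 814 and 761 UMIs and HLA-DQB1 fell from 134 to 52. HLA-DRA had 3 UMIs in CNT and 24 in 3CK, and the transactivator CIITA had 25 and 20. This list moved most under another setting: over its 2 members with at least 10 CPM, CD74 and HLA-DPB1, the median was 1.47.

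The extracellular matrix list fell, with a median of -1.41 (-1.47 to -1.39) and 16 of 16 members lower. COL1A1 had the smallest ratio, -2.67, and FN1 the largest, -0.22. The absorptive colonocyte list had a median of -1.35 (-1.42 to -1.29) with 11 of 14 members lower, FABP1 going from 760 to 107 CPM, although CEACAM7 rose from 6 to 475 UMIs. The microvilli list had a median of -1.08 (-1.12 to -0.99), with VIL1 falling from 102 to 23.9 CPM and 7 of 12 members lower. The medians of these 3 lists lay below those of all 10000 random lists. The colon and hindgut position list had a median of -0.51 (-0.60 to -0.41), at percentile 2.91.

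The intestinal stem list had a median of 0.52 (0.35 to 0.62) at percentile 99.55, but this became -0.03 when each cell had equal weight. In the epithelial-marker range described below, its median over 7 members was 0.77 (0.54 to 1.04), and 0.65 at the lowest under other settings. In cluster 11 its median was 0.08 (-0.34 to 0.69). The epithelial junction list had a median of 0.33 (0.29 to 0.36) at percentile 99.01 with 14 of 19 members higher. Within it CDH1 had a log2 ratio of 0.89 and CLDN2 a log2 ratio of -1.61. The cell cycle list had a median of 0.14 (0.10 to 0.20) at percentile 95.02, which changed sign to -0.29 when each cell had equal weight. The medians were 0.19 (0.15 to 0.21) for the dissociation stress list at percentile 88.85, -0.01 (-0.04 to 0.02) for the unfolded protein response list at percentile 37.5, and -0.02 (-0.05 to 0.01) for the goblet and mucus list at percentile 51.4. In the goblet and mucus list, MUC1 rose from 41.2 to 466 CPM and FCGBP fell from 247 to 16 UMIs.

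**Figure D3:**
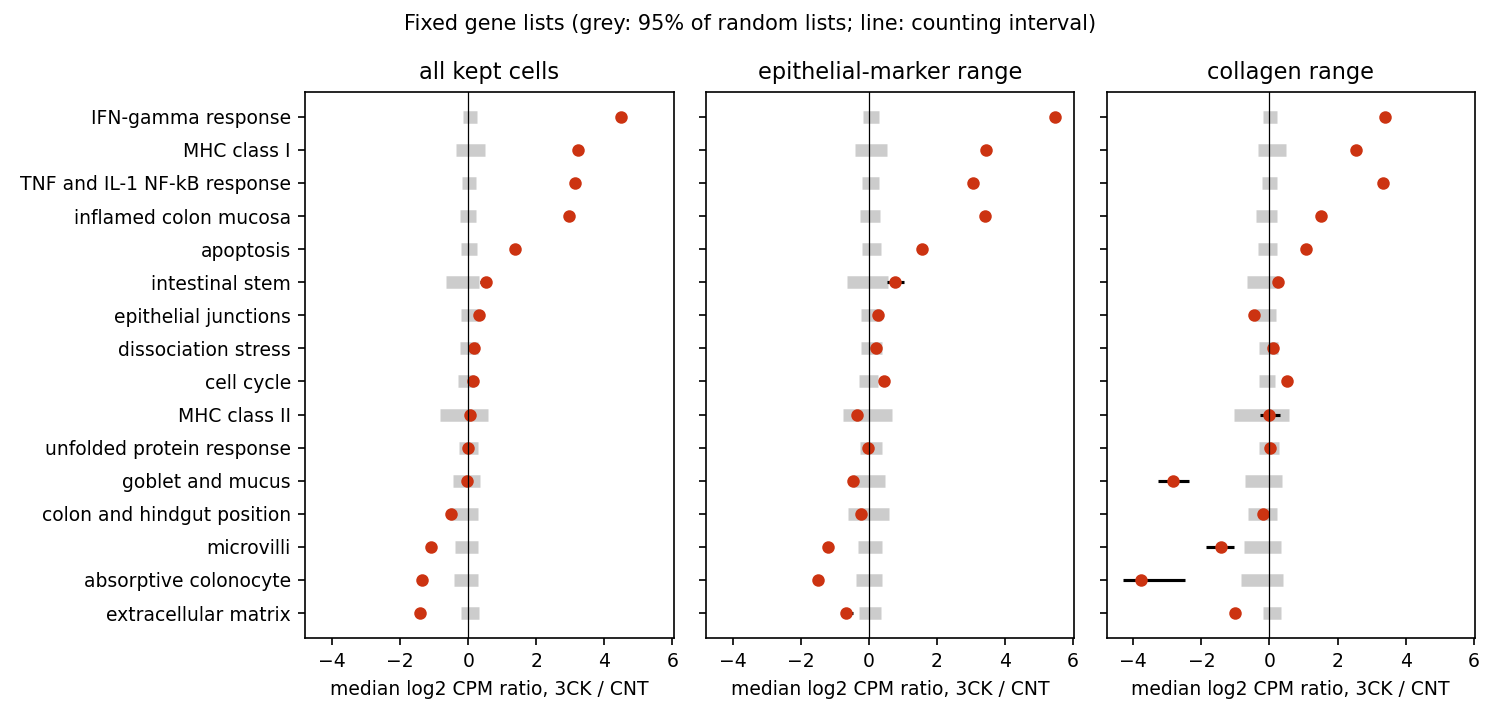
Median log2 CPM ratio of 3CK to CNT (horizontal axis) for the 16 fixed lists, in all kept cells and in 2 ranges of a per-cell marker score. Red points are medians, black lines are counting intervals and grey bars hold the middle 95% of medians of random lists. The IFN-γ response list is at 4.50, 5.46 and 3.40 in the panels from left to right.

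Of the added cytokines, TNF and IL1B transcripts were higher in 3CK. TNF had 89 UMIs in CNT and 1268 in 3CK, a log2 ratio of 3.98 (3.67 to 4.31), and IL1B had 652 and 14476, a log2 ratio of 4.62 (4.51 to 4.74). IFNG had 3 and 2 UMIs, so no ratio was formed. Among the receptors, IFNGR1 rose from 58.9 to 209 CPM (log2 ratio 1.82, 1.78 to 1.87) and TNFRSF1B from 3.31 to 22.2 CPM (2.74, 2.58 to 2.91). TNFRSF1A (0.52, 0.48 to 0.57) and IFNGR2 (0.36, 0.30 to 0.41) moved less. IL1R1 fell from 30.4 to 11.7 CPM (-1.38, -1.48 to -1.28), and IL1R2 fell by 0.38 on the log2 scale. The IL-1 antagonist gene IL1RN had 68 and 81 UMIs, and its interval, -0.08 to 0.89, included 0.

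Cells of both libraries were clustered after the response lists and 4104 further genes that differed between libraries had been left out. Even so, 7 of the 15 clusters took over 85% of their cells from 1 library, so their sizes may describe the libraries and not cell types, and they are not compared. The markers named 4 clusters. Cluster 6 was hepatic-like, clusters 10 and 11 were cycling, and cluster 14, with CNT cells only, was mesenchymal-like by name although it also carried TTR at 65047 CPM. The other 11 clusters stayed unnamed, and no cluster met the rule for an epithelial or colonocyte name. The unnamed clusters 0, 3 and 4 were shallow, with 882 CNT and 156 3CK cells. The cycling clusters held 140 of 2487 CNT cells (5.63%, exact binomial interval 4.76 to 6.61) and 100 of 1398 3CK cells (7.15%, 5.86 to 8.63). The difference, 1.52 percentage points (Newcombe interval -0.05 to 3.22), had an interval that included 0. The share also depends on the settings. The difference was -0.86 points among barcodes with at least 10000 UMIs, and 4.29 points with each library clustered alone, where no CNT cluster met the rule for cycling.

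Expression was compared within clusters 7, 8 and 11, the clusters of adequate depth with at least 50 cells in both libraries. Cluster 7 (177 CNT and 164 3CK cells) was led by AQP4-AS1, PLD5 and NRG3, with MALAT1 at 48217 CPM, against 3341 in cluster 8 and 1950 in cluster 11. Mitochondrial genes held 7.22% of its UMIs, against 3.64% in cluster 8 and 2.33% in cluster 11. Whether cluster 7 is a cell type or a class of barcode quality was not tested. Cluster 8 (181 and 111 cells) was led by PTX3, DES and SLPI, and cluster 11 (59 and 54 cells) was the cycling cluster with epithelial transcripts. The IFN-γ response list had medians of 5.39 in cluster 7, 3.30 in cluster 8 and 5.40 in cluster 11, with all 26 members higher in each. The MHC class I list had medians of 4.07, 2.27 and 3.85, and the NF-κB list 2.38, 2.90 and 3.32. The MHC class II list was above 0 in these clusters, with medians of 0.54 (0.04 to 1.34), 1.01 (0.60 to 1.44) and 0.43 (-0.24 to 1.24) over 4, 4 and 5 members. The extracellular matrix list fell in each, with medians of -1.44, -1.06 and -1.63. The goblet and mucus list, near 0 over all cells, rose in each, with medians of 1.54, 0.91 and 0.65, but fell in the score ranges described below, with medians of -0.46 in the epithelial-marker range and -2.83 in the collagen range.

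Single genes followed the same size rule within clusters. The 5 largest ratios were those of CXCL10, PIGR, GBP5, IDO1 and IFIT2 in cluster 7, of CCL3, CXCL9, CXCL10, IDO1 and CCL4 in cluster 8, and of CXCL10, IDO1, PSMB9, CXCL11 and GBP5 in cluster 11. CCL3 had 0 UMIs in CNT cells of cluster 8 and 7119 in 3CK cells, so its log2 ratio was at least 11.43 against a floor of 3 UMIs. Among the smallest ratios were those of UGT3A1, ZNF804B, TAFA4 and AC097487.1 in cluster 7, of ADAMTS19, RNASE1, COLEC10, APOA4 and PROK1 in cluster 8, and of MT1B, H19, APELA and SMLR1 in cluster 11. MT1B had 860 UMIs in CNT cells of cluster 11 and 0 in 3CK cells.

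Because no cluster was named epithelial-like, barcodes with at least 10000 UMIs were divided by a per-cell score of epithelial against mesenchymal markers. The score and the single genes given for its ranges were chosen after the data were seen. The ranges are parts of a score and not cell types. The epithelial-marker range held 959 of 1458 deep CNT barcodes (65.8%, 63.3 to 68.2) and 809 of 995 deep 3CK barcodes (81.3%, 78.7 to 83.7). The collagen range held 384 (26.3%, 24.1 to 28.7) and 148 (14.9%, 12.7 to 17.2), and 115 CNT and 38 3CK barcodes lay between the boundaries. A further 149 and 53 barcodes of the epithelial-marker range and 25 and 20 of the collagen range lay within 1 log2 unit of a boundary. Since the collagen genes themselves were lower in 3CK, the shares depend on that fall as well as on the number of cells. The median cell of the collagen range had 21.2 CPM of EPCAM and 917 CPM of TTR in CNT, and 16.2 and 204 CPM in 3CK. The median cell of the epithelial-marker range had 16.5 CPM of COL1A1 in CNT and 0 in 3CK.

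The IFN-γ response list had a median of 5.46 (5.38 to 5.54) in the epithelial-marker range and 3.40 (3.29 to 3.46) in the collagen range. The inflamed colon mucosa list had medians of 3.42 and 1.52, whereas the NF-κB list had similar medians, 3.06 and 3.33. The MHC class II list, above 0 in the clusters, was at -0.34 and -0.01. The extracellular matrix list fell within the collagen range too, by 1.01 on the log2 scale (-1.05 to -0.97), with COL1A1 going from 2699 to 639 CPM. The absorptive colonocyte list had a median of -1.48 (-1.63 to -1.44) in the epithelial-marker range and the microvilli list -1.20 (-1.26 to -1.14). The range joined different clusters in each library (cluster 2, led by FABP2, RBP2 and C3orf85, gave 176 CNT and 14 3CK cells, and cluster 12 gave 18 and 350), so these values do not separate a change of mixture from a change within cells. The junction list had a median of 0.27 in the epithelial-marker range and -0.45 in the collagen range. In the same order, the cell cycle list had medians of 0.44 (0.37 to 0.51) and 0.52 (0.46 to 0.61). The intestinal stem list had 0.77 (0.54 to 1.04) and 0.24 (0.14 to 0.40). These medians of both lists stayed above 0 under 4 other settings, although the cell cycle list was at -0.47 in cluster 8. The mixture of the collagen range also differed, with the cycling cluster 10 giving 73 of its 384 CNT and 43 of its 148 3CK cells. IL1B in 3CK stood at 956 CPM in the collagen range and 11.6 CPM in the epithelial-marker range, while TNF stood at 5.74 and 15.4 CPM.

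To describe the spread of the response across cells, each cell was thinned to 5000 UMIs, which left out 943 CNT and 335 3CK cells. The median cell carried 2 UMIs of the IFN-γ response list in CNT and 41 in 3CK (8 and 423.5 without thinning). Of 1063 3CK cells, 1008 (94.8%, 93.3 to 96.1) exceeded the CNT 99th percentile of 12 UMIs. The share was 95.4% in the epithelial-marker range and 97.3% in the collagen range. For the NF-κB list 71.5% (68.7 to 74.2) of 3CK cells exceeded the CNT 99th percentile, for MHC class I 79.6% (77.04 to 81.97), for the inflamed colon mucosa list 13.8% (11.8 to 16.1) and for MHC class II 3.48% (2.46 to 4.77).

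**Figure D4:**
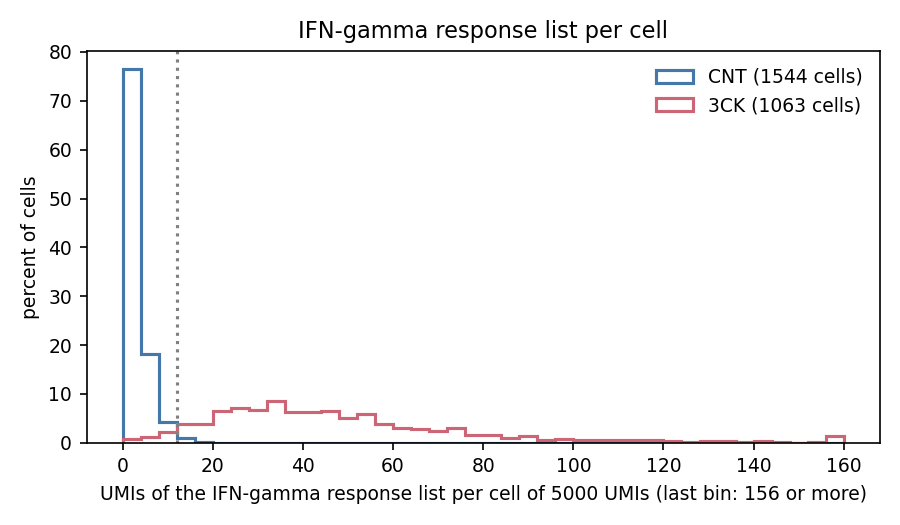
Percent of cells (vertical axis) by UMIs of the IFN-γ response list in cells thinned to 5000 UMIs (horizontal axis), for 1544 CNT and 1063 3CK cells. The dotted line marks the CNT 99th percentile of 12 UMIs, which 94.8% of 3CK cells exceed.

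Shares of thinned cells with at least 1 UMI differed between libraries for the response genes. CXCL10 was seen in 3 of 1544 CNT cells (0.194%, 0.0401 to 0.567) and 630 of 1063 3CK cells (59.3%, 56.2 to 62.2); without thinning the shares were 0.925% and 85.8%. IDO1 was seen in 0.194% and 62.8%, CXCL8 in 1.23% and 17.1%, LCN2 in 1.42% and 29.9%, and DUOX2 in 21.8% and 64.3%. Within 3CK, CXCL8 was seen in 45.9% (37.7 to 54.3) of collagen-range cells and 11.7% (9.61 to 14.2) of epithelial-range cells, and LCN2 in 14.2% (9.003 to 20.87) and 32.4% (29.2 to 35.7). HLA-DRA was seen in 0 of 1544 and 0 of 1063 thinned cells, which allows shares of thinned cells with a UMI of up to 0.194% and 0.282%. Without thinning it was seen in 3 of 2487 CNT cells (0.121%) and 8 of 1398 3CK cells (0.572%). MUC2 (0.194% and 0.0941%) and LGR5 (0.259% and 0.282%) were near the limit of detection, and MKI67 was seen in 3.30% and 3.39%.

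EPCAM was seen in 71.1% of thinned CNT cells and 76.7% of 3CK cells, and COL1A1 in 34.2% and 16.1%. Free RNA in the droplets may add to such shares, as may doublets or cells with both kinds of transcript, and the source was not tested. EPCAM was seen in 17.4% of collagen-range cells in CNT and 12.8% in 3CK, at median depths before thinning of 53481 and 87228.5 UMIs, and in 69.0% and 75.7% without thinning. COL1A1 was seen in 10.7% of epithelial-range cells in CNT and 6.30% in 3CK, at median depths of 66569 and 90448 UMIs, and in 69.2% and 41.9% without thinning.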

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

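The tests of epithelial RNA and of cluster 14 cells in the collagen range, of cycling cells placed in cluster 10 and of scaling in cluster 8 were chosen after the result was seen, and the test of free RNA in the barcodes left out was set before its value was seen. With 1 library per group, none of the differences between cell groups was itself tested.

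The epithelial junction list moved in opposite directions in the score ranges, with a median log2 ratio of 0.27 in the epithelial-marker range and -0.45 in the collagen range, and neither counting interval included 0. The first lay within the range of random lists (percentile 93.1). Collagen-range cells should hold little of these transcripts, so their values may come from epithelial RNA in the same droplets, with less of it in 3CK. That explanation requires other transcripts of epithelial-range cells, such as the hepatic markers, to fall more in the collagen range too. They did: over 11 hepatic markers the log2 ratio in the collagen range minus that in the epithelial-marker range had a median of -2.09. The score that cuts the range limits this test. It counts junction genes such as CDH1 and CLDN7 as epithelial markers, and collagen genes, lower in 3CK, as mesenchymal ones. A 3CK barcode with less collagen RNA needed less epithelial RNA to enter the range, so part of the fall may follow from the cut. A few cells carried much of the hepatic difference: 24 CNT cells of cluster 14, which hold both programmes, lay in the collagen range. Without them TTR in CNT dropped from 189381 to 63574 UMIs and the median difference was -0.95. These cells are argued against as the whole cause, because without them the junction list still had a median of -0.32 (-0.43 to -0.19). Cluster 8 holds 164 of the 384 CNT and 88 of the 148 3CK collagen-range cells. There the junction list had a median of 0.12 (-0.06 to 0.31), which goes against a loss of junction transcripts in those cells. It goes equally against a fall there through less epithelial RNA, although the absorptive colonocyte list did fall in cluster 8 (-1.70, -2.41 to -1.42). In the other collagen-range cells, a loss as a response to the cytokines and less epithelial RNA both stay open.

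The cell cycle list had a median of -0.47 in cluster 8 and 0.24 in cluster 11. Cluster 8 holds collagen-range cells, and the cycling ones among these were placed in cluster 10. The fall may therefore come from the division of cells between clusters. Over the whole collagen range, which joins them, the list did not fall: its median was 0.52, with 20 of 20 members higher. The mixture of that range differed between libraries, since cluster 10 gave 73 of its 384 CNT and 43 of its 148 3CK cells. The value of 0.52 therefore does not separate a changed mixture from a change within cells. Within cluster 11 the value moved toward 0, to 0.02, when each cell had equal weight. A slower cycle in part of the treated collagen-range cells stays open.

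The unfolded protein response list had medians of 0.40 in cluster 7 and 0.41 in cluster 11 but -0.13 in cluster 8. Scaling by total UMIs is argued against as the cause, since in cluster 8 the median stayed below 0 under 3 other scalings and with equal weight per cell, its highest value being -0.073. The median in cluster 8 was small beside the random lists (percentile 18.4). A different mix of cells in cluster 8 and a different response to the cytokines both stay open.

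The barcodes left out by the filter, 718 in CNT and 227 in 3CK, enter no comparison of the results, yet they carried the treatment signal. Their IFN-γ response list had a median log2 ratio of 4.26 (counting interval 4.10 to 4.74), and CXCL10 had 0 UMIs in CNT and 1166 in 3CK. Mitochondrial UMIs made up 35.7% and 34.3% of their totals. Free RNA alone would give each of these barcodes the same mixture. The tables argue against it as the whole content: collagen marker UMIs varied over the 227 3CK barcodes far more than counting allows, with a chi-square per degree of freedom of 44.0 against the upper end of a simulated 95% range at 1.26. Since 130 of the 227 had no collagen marker UMI, free RNA in many of them stays open, beside damaged cells that had responded.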

How the results depend on the processing

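The settings with a minimum of 10000 UMIs, the score ranges and the scalings within clusters and ranges were chosen after the results were seen, and the others were fixed before. No paired analysis was possible because each group is 1 library, with nothing that pairs cells across them. The comparison in epithelial-like classes only, set out before the data were seen, was not run, since no cluster met the rule for that name. Where a value moved or changed sign, the cause was not tested. Of 192 list medians under other settings, 111 stayed within the counting interval and 180 kept their sign, and the 12 that changed sign belonged to 5 lists. Within clusters and ranges 310 of 320 kept their sign, and for single genes 975 of 990. Of the 15 changes of sign in single genes, 8 are given below, and the others were in HLA-DPA1, EPHB2 and IL1RN, whose intervals included 0. Shares of cells with a UMI were compared within each library, not as differences between libraries. Of 44 shares under other settings, 8 stayed within the counting interval of the main share. In 38 of the 44 both shares were above 0, and in the other 6 at least 1 was 0. The order of the libraries can still change: without thinning MUC2 was seen in 0.322% of CNT and 0.501% of 3CK cells.

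Medians that left their counting interval under TMM factors were 4.58 for IFN-γ response, 3.32 for MHC class I, 3.23 for NF-κB, -1.26 for absorptive colonocyte, 1.47 for apoptosis and 0.23 for cell cycle. Further ones under TMM factors were 0.27 for dissociation stress, 0.41 for epithelial junctions, -1.33 for extracellular matrix, 0.066 for goblet and mucus, 3.06 for inflamed colon mucosa and 0.075 for unfolded protein response. With median-ratio size factors they were 4.58 for IFN-γ response, 3.32 for MHC class I, 3.23 for NF-κB, -1.26 for absorptive colonocyte, 1.47 for apoptosis and 0.23 for cell cycle. Median-ratio size factors also gave 0.27 for dissociation stress, 0.41 for epithelial junctions, -1.33 for extracellular matrix, 0.062 for goblet and mucus, 3.06 for inflamed colon mucosa and 0.072 for unfolded protein response.

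CPM without top genes gave medians of 4.39 for IFN-γ response, 3.13 for MHC class I, 3.04 for NF-κB, -1.45 for absorptive colonocyte, 1.28 for apoptosis and 0.038 for cell cycle. It also gave -0.62 for colon and hindgut position, 0.081 for dissociation stress, 0.22 for epithelial junctions, -1.52 for extracellular matrix, -0.13 for goblet and mucus and 2.87 for inflamed colon mucosa. The others were -1.18 for microvilli and -0.12 for unfolded protein response. Single genes whose log2 ratio lay beyond 0 by its interval and changed sign under this scaling were -0.057 for BAX, -0.000184 for CALR, -0.054 for CDX2, -0.068 for JUND and -0.047 for USH1C.

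The mean of cell CPM gave medians of 4.32 for IFN-γ response, 3.28 for MHC class I, 2.59 for NF-κB, 1.51 for apoptosis, -0.29 for cell cycle and 0.43 for epithelial junctions. Equal weight per cell also gave -1.72 for extracellular matrix, -0.25 for goblet and mucus, -0.035 for intestinal stem, -0.82 for microvilli and 0.071 for unfolded protein response. By the same rule the single genes that changed sign were -0.044 for BAX and -0.057 for RNF43. After cells were thinned to 5000 UMIs the medians were 3.30 for MHC class I, -1.14 for absorptive colonocyte, 1.44 for apoptosis, -0.059 for cell cycle, -0.34 for colon and hindgut position and 0.42 for epithelial junctions. The rest were -0.23 for goblet and mucus and -0.77 for microvilli. By this rule the change of sign there was 0.081 for BCL2L11.

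Members with at least 10 CPM gave 1.47 for MHC class II, 3.33 for NF-κB, -1.69 for absorptive colonocyte, 1.55 for apoptosis, -0.11 for colon and hindgut position and 0.41 for epithelial junctions. This minimum also gave 0.28 for goblet and mucus, 3.25 for inflamed colon mucosa and -0.50 for microvilli. Members with more than 3 UMIs gave 0.22 for MHC class II, -1.19 for absorptive colonocyte, -0.68 for goblet and mucus and 2.68 for inflamed colon mucosa.

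No filter gave 0.075 for cell cycle and -1.47 for extracellular matrix. The stricter filter gave 3.22 for MHC class I, 0.24 for cell cycle, 0.29 for epithelial junctions, -1.38 for extracellular matrix and 3.07 for inflamed colon mucosa. A doublet rate of 5% gave 0.23 for cell cycle and -1.38 for extracellular matrix. Without doublet removal the median was -1.52 for absorptive colonocyte. A minimum of 10000 UMIs gave -1.53 for absorptive colonocyte. Median UMIs per barcode in CNT and 3CK were 6287 and 47057 with no filter, 57010 and 83549 with the stricter filter, and 62754 and 90414 with the minimum.

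The cycling share, 3CK minus CNT, was -0.86 points with a minimum of 10000 UMIs, 3.58 with the first-round clustering and 4.29 with each library clustered alone. With both of these other clusterings, 0 CNT cells lay in a cluster named cycling, against 50 and 60 3CK cells. These differences therefore depend on the naming of clusters, and where the cycling CNT cells lay was not examined.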

Other observations

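The tests of the share of responding cells, of the depth behind the MHC class II list, of variable HLA genes, of free RNA behind the IFN-γ list, of the level in CNT collagen-range cells, of fewer collagen-range cells, of a mixture of clusters and of doublets were chosen after the result was seen, and only those of the 90th percentiles of hepatic markers and of shallow barcodes were set before.

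The contrast between a strong IFN-γ response and an MHC class II list near 0 is the pattern most worth a second look. IFN-γ normally induces CIITA and through it the class II genes, yet CIITA had 25 UMIs in CNT and 20 in 3CK, while the IFN-γ response list rose by a median of 4.50 and MHC class I by 3.23. A response limited to a few cells is argued against, because 94.8% of 3CK cells with at least 5000 UMIs exceeded the CNT 99th percentile of IFN-γ list UMIs. Low depth is argued against too. Had each class II gene risen by the class I median, CIITA would have had 212 UMIs in 3CK, and for 8 of the 10 members the upper Poisson bound lay below the number so expected. HLA-DQA1, with 0 UMIs in CNT, could not be tested in this way. Loss of reads from variable HLA genes does not account for the whole shortfall. Of the 5 members that vary little between people, 4 (HLA-DMA, HLA-DMB, CD74 and CIITA) also lay below that number. HLA-DRA, from 3 to 24 UMIs, did not. Both counts ask only about a rise as large as that of MHC class I: CD74 did rise, from 1613 to 8488 UMIs, with 13682 expected. The count of 4 replaced a first test, the median log2 ratio of these 5 members (-0.17, the value of CIITA). That test was dropped after it was seen because the members went both ways. The list was not flat everywhere: its median was 1.01 in cluster 8, with 4 of 4 members higher, still below the 2.27 of MHC class I there. CD74 rose without CIITA, as it did in both score ranges. A candidate explanation is that CIITA is not inducible in these cells, or that its induction had ended by day 8. With 1 time point and 1 line, neither was tested.

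The IFN-γ list exceeded the CNT 99th percentile in most 3CK cells with at least 5000 UMIs, though in fewer of those under 10000 UMIs (83.8%, 72.9 to 91.6), and free RNA from other cells may be asked about as the source of its UMIs in collagen-range cells. It is argued against: in 3CK, hepatic markers reached collagen-range cells at a median of 2.01% of their epithelial-range level, whereas the IFN-γ list stood at 102% of it. The smaller rise of this list in the collagen range (3.40 against 5.46) went with a higher level there in the untreated culture. In CNT the list lay higher in the collagen range than in the epithelial-marker range by a median of 1.29 on the log2 scale, and in 3CK the ranges differed by 0.03. The ratios are formed from these same levels, so this test largely restates the gap and does not explain it. No level before treatment was measured.

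Fewer collagen-range cells in 3CK are argued against as the whole cause of the fall of the extracellular matrix list, because within that range the list still had a median of -1.01. Whether the number of such cells changed was not measured apart from their collagen level. A changed mixture of clusters is argued against as the whole cause too, since within cluster 8 the list had a median of -1.06 (-1.11 to -0.999). Lower expression per cell and a changed mixture within that cluster stay open.

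The hepatic markers, among them the most abundant transcript TTR, fell with a median log2 ratio of -1.39 (-1.40 to -1.37) over all cells and -1.52 in the epithelial-marker range, 11 of 11 lower in each. Fewer expressing cells and lower expression per cell cannot be told apart here. In the epithelial-marker range the 90th percentile of cells fell for all 11 markers, by a median of -1.37, but a lower share of cells with high levels would lower that percentile too. The hepatic-like cluster 6 held 317 of 959 CNT and 22 of 809 3CK cells of that range, and cluster sizes depend on how the libraries separated. A difference between the cultures before treatment could not be examined, with 1 culture per group.

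Kept barcodes of CNT with under 10000 UMIs numbered 1029, with a median of 997 UMIs. Free RNA as the content of all of them is argued against: collagen marker UMIs had a chi-square per degree of freedom of 65.2 over these barcodes, against the upper end of a simulated 95% range at 1.09. Free RNA in many of them stays open, since 616 of the 1029 lay in cluster 0, whose COL1A1 (617 CPM) and KRT18 (4244 CPM) were near the CNT levels. Why CNT had more of them than 3CK was not tested.

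Cluster 14 held 41 CNT cells and no 3CK cell, and its median cell had both TTR, at 63289 CPM, and COL1A1, at 937 CPM. Doublets cannot be told apart from cells with a mixed programme here. The median depth was 1.60 times that of other deep CNT barcodes, as doublets would have. But the assumed rate gives only 17.9 mixed doublets in CNT before the removal of 52 barcodes, fewer than the 41 cells.

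Other values are given without an explanation. Germline gene families of the X chromosome were transcribed in both libraries: VCX at 394 CPM in CNT and 146 CPM in 3CK, PAGE at 210 and 138 CPM, and MAGEA at 70.0 and 43.8 CPM, whereas SPANX went the other way, at 17.4 and 25.2 CPM. The differentiation protocol in the labels includes 5-aza-2'-deoxycytidine, and no culture without it is analysed here. The embryonic gene H3.Y came mostly from few barcodes: 306 of its 462 UMIs in CNT and 78 of 87 in 3CK lay in 3 barcodes each. Interferon-stimulated genes shared by several interferon types also rose, with ISG15 going from 400 to 4818 CPM and MX1 from 11.7 to 208 CPM. Of the interferon genes themselves, IFNB1 had 0 and 1 UMIs, IFNA1 had 0 in both, and IFNL1 had 3 and 93, a log2 ratio of 5.10.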
